A study of Homo sapiens with 6 samples. Its data were reported in "Perivascular tenascin C triggers sequential activation of macrophages and endothelial cells to generate a pro-metastatic vascular niche in the lungs" (2022).

How the data were processed

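Gene expression was measured in SUM159 cells, an established human breast cancer cell line, that carried either an empty lentiviral vector (control) or the same vector with human SCGB3A1, a secreted protein of the secretoglobin family. Cells were selected with puromycin at 2 µg/ml for 7 days and then grown for 5 days as oncospheres, floating cell clusters that form on ultra-low attachment dishes, from a density of 12500 cells/ml. Total RNA (100 ng per sample) was labelled and hybridised to Affymetrix 3' expression arrays with 1 sample per array. There were 3 arrays per group, described as biological replicates. The sources used here do not state whether each replicate was a separate transduction, so p-values measure the spread between these samples.

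The authors normalized the scanner files by robust multiarray average (RMA), which corrects background, quantile normalizes the arrays and summarises the probes of each probe set, and the deposited values are on the log2 scale. The values ran from 5.66 to 14.7, with no missing value. After sorting, the arrays differed from their mean by at most 0.026, so they share 1 distribution, and a change of total RNA per cell cannot be seen in them. RMA also draws low values towards a common floor, which makes fold changes of weakly expressed genes too small. The table gives no detection calls, so which probe sets lie above background was not analysed here. For arrays, the number of arrays limits the precision. No per-sample column was left unused.

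Of 54675 probe sets, 62 controls of the manufacturer were set aside and 54613 were tested. Genes were named from GEO's platform annotation, updated by gene identifier against a RefSeq gene table (GRCh38.p14), which changed 0 symbols and did not hold 54. A single gene symbol was given for 41091 tested probe sets, several for 1801 and none for 11721. Probe sets with several symbols or none were counted and not named. No coordinates were used here.

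The groups were compared with limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes, which fits every probe set and moderates its variance across all of them, and p-values were adjusted by the Benjamini-Hochberg method. This follows the empirical Bayes comparison of the study's methods. Adjusted p-values in the text are from limma unless another test is named, and all tests were two-sided. Fold changes are the arrays labelled SCGB3A1 over control. The thresholds by which the study listed its SCGB3A1 signature, called the signature criteria here, were applied as a second threshold, in both directions: a log2 fold change beyond 0.5, p under 0.05 and adjusted p under 0.25. A gene counted once if any of its probe sets passed.

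Gene lists (31, with 808 distinct genes, of which 747 were matched) were tested with camera, which asks whether a list's genes differ from all other genes, at a preset correlation of 0.01 between genes. Each of 19775 genes was represented by the probe set with the highest mean over the 6 arrays. Beside it stand camera with the correlation estimated from the data, and fry, which tests whether a list's genes move on balance one way. The lists were written before the data were examined but after the paper was read, so several share genes with the study's SCGB3A1 signature, which was chosen on these samples. Lists were therefore also tested without those genes. This does not make them independent of these samples, since the choice of a list may itself follow the signature.

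The genes named were set by a rule fixed before the data were examined. It took SCGB3A1; genes past adjusted p 0.05, up to 15 in each direction, filled up with genes past the signature criteria; the genes of the study's signature; up to 4 members with the smallest p in each list; and INHBB, LAMA1, TNFRSF11B and TNC. A gene is given by its passing probe set with the highest mean.

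The fit was tested on simulated data built from the variances of this comparison. Over 54613 probe sets, it recovered 69 of 100 probe sets changed by a log2 fold change of 0.5 and 100 of 100 changed by 1. There were 8 false calls among 177. The Benjamini-Hochberg cut is stricter when fewer probe sets are called, and the data gave 10 calls. The share recovered at 0.5 may therefore be too high for these data, where KRT16, at 0.50, was not called. Over 19775 genes, camera called the 1 list shifted by 0.3 and 0 of 30 others. That shift is larger than the median of every list called here except the study signature (0.41). The simulation was built from variances, and correlation between the genes of a list was not tested in it. It therefore does not show how reliable calls of smaller shifts are, and these fell from 10 to 2 lists with an estimated correlation.

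Alternatives were another normalization or centring, an intensity trend in the variance, array weights, a replicate block, each array left out, filters on dim and on cross-hybridizing probe sets, other thresholds, and other list tests.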

Results

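SUM159 oncospheres that carried the empty vector (3 arrays) or the SCGB3A1 vector (3 arrays) were profiled to ask how the cells respond to SCGB3A1, a factor that the study followed as a product of activated lung endothelium and examined for an effect on stem cell properties. The array medians were close, as the normalization makes them. Control replicate 2 stood apart: its correlations with the other arrays were 0.989 to 0.993, against 0.993 to 0.996 among the rest, and it scored 30.7 on a first principal component that held 38% of the variance, where the others lay between -16.1 and 6.13. Control probe sets for RNA quality showed no difference beyond the spread between arrays. The difference between the 3' and 5' control probe sets of GAPDH was -0.10 ± 0.05 (SD, n = 3) in control and -0.13 ± 0.03 (SD, n = 3) in the arrays labelled SCGB3A1 (exact two-sided permutation p = 0.5, with 0.1 the smallest that 3 against 3 arrays allow).

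SCGB3A1 itself was not higher in the arrays labelled SCGB3A1. Its only probe set read 6.91 ± 0.13 (SD, n = 3) on the log2 scale in control and 6.74 ± 0.16 (SD, n = 3) in the arrays labelled SCGB3A1, a log2 fold change of -0.17 ± 0.10 (SE; limma, adjusted p = 0.83). The 95% interval ran from -0.38 to 0.04. Arrays of this design read the 3' end of a transcript, and whether the probe set covers the sequence carried by the vector is unknown here, so the reading may check nothing about the labels. The study's methods describe the insert as a synthesized SCGB3A1 cDNA and state that expression in the selected cells was checked by qPCR, values that were not used here. Every direction below therefore holds for the arrays as labelled.

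KRT15, a keratin of basal epithelial cells, rose 1.96-fold in the arrays labelled SCGB3A1, from 9.76 ± 0.13 to 10.73 ± 0.07 (SD, n = 3 each; log2 fold change 0.97 ± 0.08 SE, adjusted p = 0.0030 by limma). CD36, a scavenger receptor that takes up fatty acids, rose 1.71-fold (0.77 ± 0.08, adjusted p = 0.0057). MIR205, the annotated gene of a microRNA of basal epithelium, rose by 0.70 ± 0.09 (adjusted p = 0.047). It lies within MIR205HG, so its probe set may read that transcript and not the microRNA. CCNG2, an atypical cyclin found in resting cells, rose by 0.66 ± 0.07 (adjusted p = 0.013). AKR1B10, an aldo-keto reductase, rose by 0.57 ± 0.08 (adjusted p = 0.047) and CLDN1, a tight junction protein, by 0.54 ± 0.07 (adjusted p = 0.047). NKTR, a large cyclophilin-related protein, fell by 0.58 on the log2 scale (SE 0.07, adjusted p = 0.014). For each of these 7 genes, the 3 arrays labelled SCGB3A1 lay beyond all 3 controls.

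In all, 10 of 54613 probe sets passed adjusted p 0.05 in limma, 9 higher and 1 lower, which stand for 7 named genes, with 3 probe sets for CD36 and 1 that is annotated to several genes. An unadjusted p under 0.05 was found for 3385 probe sets, or 6.20%, where chance gives 5%. Probe sets of 1 gene did not always move together. The 5 probe sets of CD36 spanned 0.013 to 0.77 and the 5 of CCNG2 -0.031 to 0.66, while 7 of 8 for NKTR were lower. Those of CD36 that did not pass had low control levels, 6.71 and 6.28. For CCNG2 only 1 probe set passed, with a control level of 10.22. Probe sets of CCNG2 with control levels of 10.39 and 10.55 read 0.091 and -0.031. With 1 probe set per gene, the one with the highest mean, 7 genes were higher and 0 lower, so NKTR was not called (-0.54 for that probe set, adjusted p = 0.083 among all probe sets). AKR1B10 has a near-identical relative, so its reading is uncertain. The count fell whichever array was left out: it was 3, 6 and 4 without control replicates 1, 2 and 3, and 4, 1 and 3 without replicates 1, 2 and 3 labelled SCGB3A1. With each array left out in turn, KRT15 stayed past adjusted p 0.05, and CD36 was lost once, without SCGB3A1 replicate 2 (0.71, adjusted p = 0.060). MIR205, AKR1B10 and CLDN1 were lost in all 6 of these fits, and CCNG2 and NKTR in 5, all but the one without control replicate 2. Their log2 fold changes in these fits were 0.60 to 0.77 for MIR205, 0.53 to 0.62 for AKR1B10, 0.51 to 0.57 for CLDN1, 0.61 to 0.68 for CCNG2 and -0.59 to -0.58 for NKTR.

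**Figure D1:**
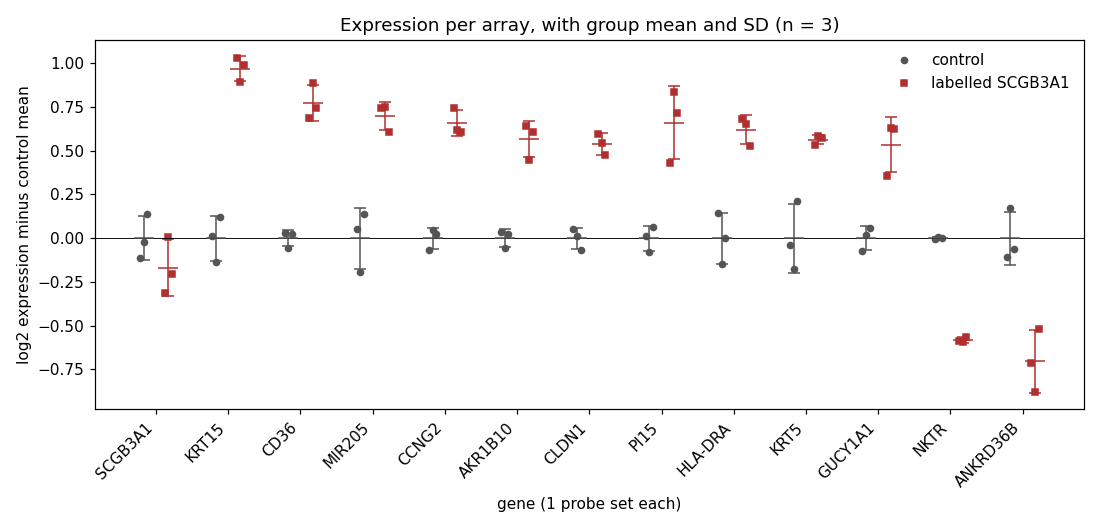
Log2 expression of SCGB3A1 and of the genes past either threshold, per array and relative to the control mean (vertical axis), with circles for control, squares for the arrays labelled SCGB3A1, and bars for the group mean and SD (n = 3). KRT15 shows the largest difference, 0.97, and SCGB3A1 lies at -0.17.

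By the study's signature criteria, 12 genes passed, 10 higher and 2 lower. Beyond the genes above, these were PI15, a secreted protease inhibitor (0.66 ± 0.10 SE, limma adjusted p = 0.083), HLA-DRA, a chain of the class II antigen-presenting molecule (0.62 ± 0.09, adjusted p = 0.056), KRT5, a basal keratin (0.56 ± 0.09, adjusted p = 0.17) and GUCY1A1, a subunit of the nitric oxide receptor (0.54 ± 0.09, adjusted p = 0.14), which were higher, and ANKRD36B, which was lower (-0.70 ± 0.10, adjusted p = 0.072). HLA-DRA and ANKRD36B belong to families of similar sequence and are uncertain. The second probe set of PI15 read -0.09. That of HLA-DRA read 0.18 (limma adjusted p = 0.79), at a control level of 7.12 against 6.98 for the one given. Without replicates 1 and 2 labelled SCGB3A1, the count of genes was 6 and 5, and without SCGB3A1 replicate 3 it was 14, of which 7 were higher and 7 lower. With each array centred on its median it was 14, of which 10 were higher and 4 lower.

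The study's SCGB3A1 signature was chosen on these samples, so its direction here is not independent evidence. Of its 14 genes, 12 had a probe set of their own, and all 12 had a positive log2 fold change (median 0.41; camera adjusted p = 8.39e-24, and 0.024 with an estimated correlation). The criteria were met by 3 of them, KRT15, CD36 and AKR1B10, which also passed adjusted p 0.05 over all genes. The probe set definition and filters behind the study's list are not given in the sources used here and may differ from those of the deposited table, so this count is no test of that list. Adjusted over the list alone, 11 passed. KRT16 read 0.50 ± 0.09 SE (limma adjusted p = 0.27), FMO1 0.47, FAT2 0.43, DCN 0.40, MIR205HG 0.34, PPEF1 0.33, BLNK 0.32, TNNT3 0.24 and FHOD3 0.15. The other probe set of TNNT3 read 0.44 (limma adjusted p = 0.18), and the one given read 0.14 without SCGB3A1 replicate 1. KRT16 shares sequence with other keratins. MIR205, which passed under its own symbol, lies within MIR205HG, and probe sets annotated to several genes were not matched to the signature, so the overlap may be larger than counted.

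Basal keratinocyte genes were higher as a group (23 members measured, median log2 fold change 0.22; camera adjusted p = 6.37e-12, and 0.033 with an estimated correlation). Adjusted over the list alone, 12 rose and 1 fell; over all genes, 1 rose. The smallest p-values belonged to KRT15, KRT5, KRT16 and LAMB3, a laminin chain of the epidermal basement membrane (0.41). KRT14 (0.56) and FAT2 (0.43) had larger fold changes than LAMB3. Of the members, 4 were also study signature genes, and without them the median was 0.13 (adjusted p = 8.06e-06). Related genes such as KRT5 and KRT14 remain, so that p-value is not independent of the signature. Keratinocyte differentiation genes did not pass (34 members, median 0.033, adjusted p = 0.37). With 1 array left out that median ran from 0.018 to 0.060. Without dim genes it was -0.073, and the test pointed downward (camera adjusted p = 0.71). How many members that filter left is not given here. The members with the smallest p, KLK7, KRT1, GRHL3 and S100A7, had control levels of 6.90, 6.43, 6.51 and 6.34. The median over all probe sets was 6.91. For members at such levels the list says little about differentiation.

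Antigen presentation genes were higher at the preset correlation (19 members, median 0.10, adjusted p = 1.41e-05) but not with an estimated one (adjusted p = 0.20 with an estimated correlation). Adjusted over the list alone 4 rose, HLA-DRA, HLA-DPA1 (0.29), CD74 (0.27) and HLA-F (0.21); HLA-DRA also passed over all genes when each gene had 1 probe set (adjusted p = 0.045). Haematopoietic markers gave a median of 0.098 (15 members, adjusted p = 8.31e-04; adjusted p = 0.20 with an estimated correlation), and 2 members rose adjusted over the list alone, CD36 and BLNK, both study signature genes; CD36 also passed over all genes. Without these the list did not pass (median 0.093, adjusted p = 0.090). Nor did the haematopoietic list pass without dim genes (median 0.064, adjusted p = 0.071).

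Fatty acid metabolism genes (31 members, median 0.076, adjusted p = 0.017) held CD36, SREBF1, a regulator of lipid synthesis (0.28), and SCD, a fatty acid desaturase (0.24), which rose adjusted over the list alone, and ACSL4 (-0.50), which fell; over all genes 1 rose. Drug metabolism genes (32 members, median 0.062, adjusted p = 0.016) held 2 that rose adjusted over the list alone, the monooxygenases FMO1 (0.47) and FMO2 (0.40), and 0 over all genes. Among NRF2 targets and aldo-keto reductases (27 members, median 0.052, adjusted p = 0.029) AKR1B10 passed both over all genes and over the list alone. None of these 3 lists passed with an estimated correlation (adjusted p = 0.20, 0.39 and 0.36 with an estimated correlation, in that order), or without the 1 study signature gene that each holds (adjusted p = 0.090, 0.072 and 0.14). Without that gene the medians were 0.068, 0.057 and 0.048, close to those of the full lists. The fatty acid list was lost without SCGB3A1 replicate 2 (adjusted p = 0.070), the drug metabolism list without control replicate 2 (0.15) or SCGB3A1 replicate 2 (0.078), and the NRF2 list without control replicates 2 (0.19) or 3 (0.050) or SCGB3A1 replicates 1 (0.13) or 2 (0.070). The fatty acid list was also lost with the mean of all probe sets of a gene (adjusted p = 0.059, median 0.042). The NRF2 list was also lost with array weights (0.060) and without dim genes (0.055). The medians moved too. Without SCGB3A1 replicate 3 they were 0.12, 0.11 and 0.10 for the 3 lists in that order. Without control replicate 2 the drug metabolism median was 0.035 and the NRF2 median 0.0075, and without SCGB3A1 replicate 1 the drug metabolism median was 0.025.

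Mesenchymal genes (34 members, median -0.073, adjusted p = 0.0039), mitosis genes (38 members, median -0.052, adjusted p = 0.011) and DNA replication genes (39 members, median -0.031, adjusted p = 0.018) were lower at the preset correlation. With an estimated correlation each had an adjusted p = 0.20. In each of the 3 lists, 0 members passed over all genes or over the list alone. ZEB1, an EMT transcription factor, read -0.25 and PDGFRB, a growth factor receptor, 0.26; ANLN, a cytokinesis protein, read -0.32 and UHRF1 -0.25. Without control replicate 1, mitosis and DNA replication did not pass (adjusted p = 0.13 and 0.099), nor did DNA replication without SCGB3A1 replicate 2 (0.10). With the mean of all probe sets of a gene, the mesenchymal list did not pass (0.056). The mesenchymal median was -0.044 without control replicate 2, the mitosis median -0.034 without control replicate 1 and -0.029 without SCGB3A1 replicate 2, and the DNA replication median -0.058 without SCGB3A1 replicate 3.

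**Figure D2:**
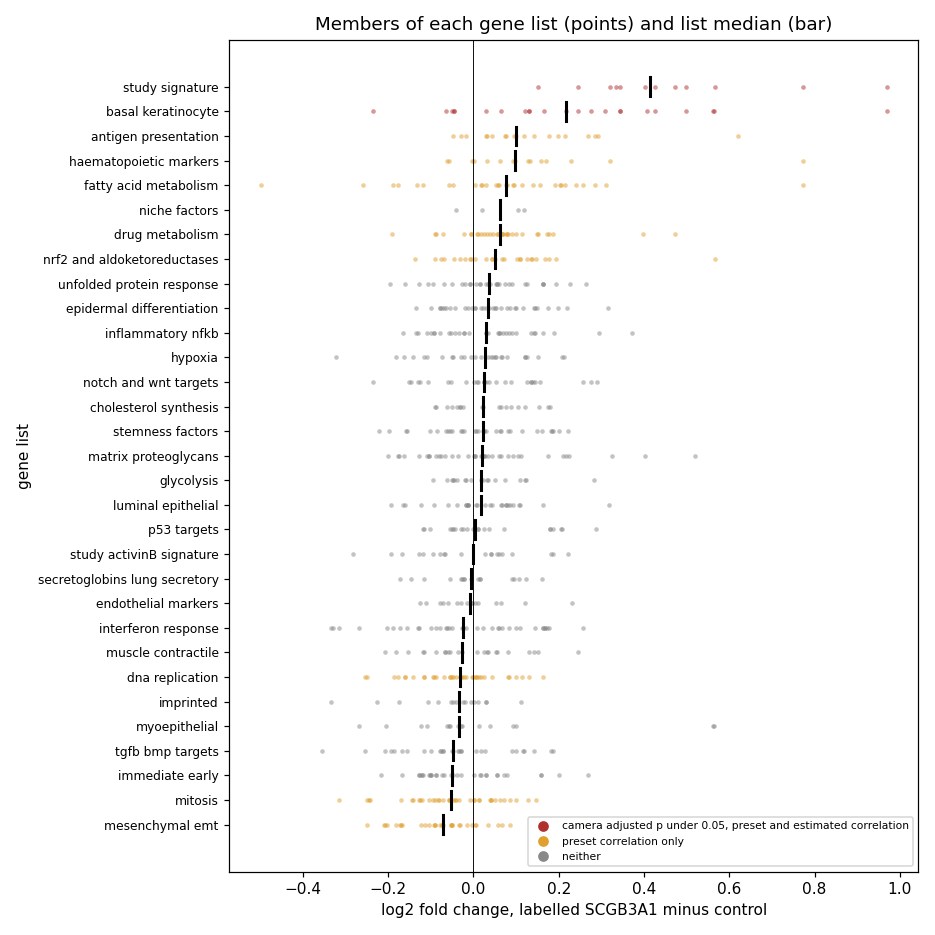
Log2 fold change, the arrays labelled SCGB3A1 minus control (horizontal axis), of every member of the 31 gene lists (points), with each list's median (bars) and colours for the lists that camera called. The study signature and the basal keratinocyte list have the highest medians, 0.41 and 0.22.

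Camera called 10 of 31 lists, 7 higher and 3 lower, and 2 with an estimated correlation. Stemness factors were not called (33 members, median 0.022, adjusted p = 0.61; 0 members passed over all genes or adjusted over the list alone); KLF5 read 0.22. With 1 array left out the median of the stemness factors ran from -0.019, without SCGB3A1 replicate 3, to 0.040, without SCGB3A1 replicate 1. The study's activin B signature gave a median of -0.0013 (adjusted p = 0.51). The epithelial and stromal lists gave 0.018 for luminal (adjusted p = 0.86), -0.033 for myoepithelial (0.82), 0.021 for matrix and proteoglycan genes (0.55) and -0.026 for muscle genes (0.68). Signalling lists gave -0.024 for interferon response (0.40), 0.030 for inflammatory NF-kB targets (0.55), -0.048 for TGFB and BMP targets (0.069), 0.026 for Notch and Wnt targets (0.40), 0.0047 for p53 targets (0.40) and -0.050 for immediate early genes (0.15). Metabolic and stress lists gave 0.027 for hypoxia (0.89), 0.018 for glycolysis (0.86), 0.023 for cholesterol synthesis (0.42) and 0.036 for the unfolded protein response (0.32). The remaining lists gave -0.0056 for secretoglobins (0.77), -0.033 for imprinted genes (0.076), -0.0091 for endothelial markers (0.78) and 0.063 for INHBB, LAMA1, TNFRSF11B and TNC together (0.55). In these 21 lists 0 members passed over all genes. Adjusted over the list alone, KRT5 and KRT14 (0.56) rose among the myoepithelial genes, DCN, LUM (0.52) and ASPN (0.32) among the matrix genes and CXCL1 (0.37) among the inflammatory genes. Median, mean and test differed in sign for the myoepithelial (mean 0.025), hypoxia (test downward) and secretoglobin (mean 0.0013) lists. INHBB read 0.12, LAMA1 0.11, TNFRSF11B -0.04 and TNC 0.02, and none of them passed (limma, adjusted p = 0.85 to 0.98). Other probe sets of these genes differed in sign, with -0.15 for LAMA1, 0.12 for TNFRSF11B and -0.11 for TNC. The remaining probe set of TNC read 0.04. Without control replicate 2, LAMA1 read 0.011 and the median of these genes was -0.00017. Other uncalled medians also turned sign with 1 array left out. The activin B signature ran from -0.040 to 0.017, myoepithelial from -0.051 to 0.010 and interferon response from -0.035 to 0.0055. Hypoxia ran from -0.0015 to 0.038, glycolysis from -0.022 to 0.059 and p53 targets from -0.0097 to 0.035. Secretoglobins ran from -0.016 to 0.036, endothelial markers from -0.036 to 0.0064 and muscle genes from -0.028 to 0.0089. Luminal genes stayed positive (0.0030 to 0.049). So did inflammatory (0.0035 to 0.044), matrix (0.0061 to 0.025), Notch and Wnt (0.018 to 0.062), cholesterol (0.023 to 0.049) and unfolded protein response genes (0.020 to 0.049). Immediate early genes (-0.058 to -0.015), imprinted genes (-0.063 to -0.016) and TGFB and BMP targets (-0.059 to -0.026) stayed negative.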

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

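All alternatives were chosen before the data were examined. SCGB3A1 stayed negative and unpassed in all 11, from -0.26 to -0.10; it has no value without dim probe sets, since that filter removes it. The study signature and the basal keratinocyte list stayed called in all of theirs. Called single genes kept their side of the threshold in 47 comparisons and lost it in 37, and called lists kept it in 124 and lost it in 35. Uncalled genes became called in 8 and uncalled lists in 4: TGFB and BMP targets with an intensity trend (adjusted p = 0.042) and a replicate block (0.048), immediate early genes without control replicate 2 (0.045) and imprinted genes with the mean of all probe sets (0.036). The causes of changes were not tested, except where fewer arrays or probe sets entered.

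Probe sets past adjusted p 0.05 (10) numbered 19 with an intensity trend, 16 with array weights, 6 without dim probe sets, 24 at adjusted p 0.25 and 1 by treat against 0.2. Leaving out 1 array gave 1 to 6. Genes past the signature criteria (12) numbered 2 beyond a log2 fold change of 0.75, and 5 to 16 with 1 array left out. Called lists (10) numbered 2 with an estimated correlation, 2 by fry and 5 without study signature genes, and 6 to 10 with 1 array left out. TNC, not called, ran from -0.011 (without control replicate 2) to 0.044 with 1 array left out, and TNFRSF11B from -0.089 to 0.019 (without SCGB3A1 replicate 2).

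With the replicate number as a block, 4 probe sets passed, all higher, with 15 genes by the signature criteria, 11 lists and -0.17 for SCGB3A1. The numbers did not consistently pair the samples: deviations of same-numbered arrays correlated at 0.15, -0.14 and -0.087. The best correlation with another number was lower for replicate 1 (0.13) and higher for replicates 2 (0.25) and 3 (0.062). Shared handling of same-numbered samples is not excluded by this.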

Other observations

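Tests reported in this part were chosen after the result was seen for the exchange of arrays, the SCGB3A1 probe set, the keratins, the counts of probe sets, of lists without study signature genes, and of genes without control replicate 2, over other splits.

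Some values of related genes, picked after they were seen, are given without a test. Beside HLA-DRA, the class II antigen-presentation genes HLA-DRB1 (0.36), HLA-DMA (0.29), HLA-DQB1 (0.27), HLA-DMB (0.058) and HLA-DPB1 (0.020) had these log2 fold changes in the arrays labelled SCGB3A1. HLA-DQA1 and CIITA each read 0.18, at control levels of 6.47 and 6.93. With HLA-DPA1 and CD74, given above, all 10 genes of this set were positive, with a median of 0.27. Control levels were near the median of 6.91 over all probe sets for HLA-DRA (6.98), HLA-DRB1 (7.04), HLA-DMB (7.08) and HLA-DPB1 (6.90). They were higher for HLA-DMA (7.49) and HLA-DQB1 (7.51). GUCY1B1, the partner subunit of GUCY1A1, read 0.35, PRKG1, a kinase that cyclic GMP activates, 0.39 and PDE5A, which degrades cyclic GMP, -0.25. NPR1 (0.024), PRKG2 (0.062), NPR3 (-0.084) and GUCY1A2 (-0.098) of the same pathway lay near 0, and the median of the 8 genes was 0.043. Beside ANKRD36B, the related ANKRD36 read -0.57 and ANKRD36C -0.19. Readings from similar sequences are not independent.

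Of the 10 splits of the 6 arrays into 3 and 3, the labelled split gave 10 probe sets past adjusted p 0.05 and the highest other gave 0; 1 split reached that count, the labelled one. For lists, the labelled split gave 10 and the highest other 2, and again 1 split reached it. Part of that lead is built in, since the study chose its signature on the labelled split. Without those genes the counts were 5 and 0. The lists were written after the signature was read, so these counts may not be free of that choice either. For the signature criteria the labelled split gave 12 genes and the highest other 63, so 2 splits reached it. That split set control replicate 1 and SCGB3A1 replicates 1 and 2 against the rest, which points to a structure of the samples that the labels do not give. It follows the order of the arrays on the first principal component, where control replicate 2 lies farthest out. Without control replicate 2, the same split gave 4 genes and the labelled one 13, while SCGB3A1 replicates 1 and 2 against the other arrays gave 18. Of probe sets past adjusted p 0.05, the labelled split then gave 6 and each other split 0. With 10 splits no share under 0.05 can be reached.

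The SCGB3A1 probe set was not higher in the arrays labelled SCGB3A1. An exchange of some arrays between the groups would let another split give more calls than the labelled one. Such counts bear on the labels, not on the SCGB3A1 reading itself. The 2 counts disagree: the highest other split gave 0 probe sets past adjusted p 0.05, against 10, but 63 genes by the signature criteria, against 12, and that split is an exchange of control replicate 1 with SCGB3A1 replicate 3. The probe sets past adjusted p 0.05 argue against an exchange, with and without control replicate 2. The 63 genes rest on that array, as 4 were left without it. Another split, SCGB3A1 replicates 1 and 2 against the rest, then gave 18 genes, against 13 for the labelled one. Since the 63 are what an exchange would give, wrong labels stay open. So does an exchange of both whole groups, which these counts cannot show. An exchange alone would leave some arrays reading high for SCGB3A1. Its probe set read 6.80, 6.89 and 7.05 in control replicates 1 to 3 and 6.60, 6.92 and 6.71 in SCGB3A1 replicates 1 to 3. These values ran from 6.60 to 7.05, and no array stood far above the rest. They argue against an exchange as the only cause of the reading. A probe set that does not read the transduced transcript may be the cause. With 1 probe set, whose 95% interval has an upper bound of 0.04, this cannot be told apart here from low expression. Either could go together with an exchange. The qPCR check that the study's methods name goes with the labels, and its values were not used here.

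Basal keratinocyte genes were higher. Signal shared between keratin probe sets does not account for the whole shift, since the 17 members that are neither keratins nor study signature genes had a median of 0.13 (camera p = 0.013 with an estimated correlation). Control replicate 2 does not account for it either: without that array the median was 0.21, against 0.22. A response to SCGB3A1, a different mix of cells within the line, and chance differences between the transduced pools stay open and untested.

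Control replicate 2 stood apart, and the design gives no biological explanation to test. A local fault of the array surface could leave other probe sets of the same genes unmoved. Among its 200 most deviating probe sets, the other probe set of the gene deviated the same way in 51% (exact 95% interval 43.9 to 58.1). By the prediction written beforehand this would have favoured a fault, but the share was 48% to 60.5% in the other arrays, so the test does not single out this array and a fault cannot be told apart from ordinary noise of probe sets.

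One hypothesis was that NKTR and ANKRD36B are lower because transcripts of nuclear speckles and splicing kinases may be lower as a class. The 19 genes measured had a median of -0.0022 (camera p = 0.90 with an estimated correlation), and the interval of their mean, -0.013 to 0.040, lay above -0.29, the bound set beforehand as 0.5 times the change of NKTR. The values argue against it.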
